# ACTR5 controls CDKN2A and tumor progression in an INO80-independent manner

**DOI:** 10.1126/sciadv.adc8911

**Published:** 2022-12-23

**Authors:** Xiaobao Xu, Anthony K. N. Chan, Mingli Li, Qiao Liu, Nicole Mattson, Sheela Pangeni Pokharel, Wen-Han Chang, Yate-Ching Yuan, Jinhui Wang, Roger E. Moore, Patrick Pirrotte, Jun Wu, Rui Su, Markus Müschen, Steven T. Rosen, Jianjun Chen, Lu Yang, Chun-Wei Chen

## Abstract

Epigenetic dysregulation of cell cycle is a hallmark of tumorigenesis in multiple cancers, including hepatocellular carcinoma (HCC). Nonetheless, the epigenetic mechanisms underlying the aberrant cell cycle signaling and therapeutic response remain unclear. Here, we used an epigenetics-focused CRISPR interference screen and identified ACTR5 (actin-related protein 5), a component of the INO80 chromatin remodeling complex, to be essential for HCC tumor progression. Suppression of ACTR5 activated CDKN2A expression, ablated CDK/E2F-driven cell cycle signaling, and attenuated HCC tumor growth. Furthermore, high-density CRISPR gene tiling scans revealed a distinct HCC-specific usage of ACTR5 and its interacting partner IES6 compared to the other INO80 complex members, suggesting an INO80-independent mechanism of ACTR5/IES6 in supporting the HCC proliferation. Last, our study revealed the synergism between ACTR5/IES6-targeting and pharmacological inhibition of CDK in treating HCC. These results indicate that the dynamic interplay between epigenetic regulators, tumor suppressors, and cell cycle machinery could provide novel opportunities for combinational HCC therapy.

## INTRODUCTION

Liver cancer is one of the most frequently diagnosed cancer and the overall third leading cancer-related death with a stunning 0.83 million people dying from liver cancer in 2020 (*1*). Among primary liver cancer, hepatocellular carcinoma (HCC) accounts for approximately 90% of all cases with a 5-year survival of 18% (*2*). While the early-stage HCC tumor might be curable via surgical interventions (liver resection, transplantation, and ablation) (*3*), patients with advanced HCC who depend on systemic treatments exhibit a poor prognosis of median survival of 6.5 to 10.7 months despite the use of targeted therapies (e.g., the multi-kinase inhibitor sorafenib) (*4*). The prevalence of these hepatic disorders and the lack of effective treatments highlight the critical need for more effective therapeutic strategies.

Epigenetics represent heritable mechanisms of controlling gene functions without changes in the underlying DNA sequence, which are orchestrated by repertoires of nuclear proteins modulating DNA/histone modifications, nucleosome positioning, chromatin remodeling, etc. (*5*). Epigenetic dysregulation has been implicated in chronic liver disorders and HCC tumorigenesis (*6*, *7*). Since liver is a highly regenerative organ, the robust proliferative capacity required for tissue homeostasis is often skewed by HCC to support aggressive cancer growth (*8*–*10*). Epigenetic lesions at cell cycle regulators and tumor suppressor genes such as the silencing of *cyclin-dependent kinase inhibitor 2A* (*CDKN2A*) locus are frequently found in patients with HCC (*11*–*14*). The impaired cell cycle checkpoints in HCC could trigger cascades of molecular alternations, including the activation of CDKs (e.g., CDK4/6) and E2F transcription factors (e.g., E2F1), driving an uncontrollable proliferation of the HCC cells (*15*, *16*). Therefore, the identification of critical epigenetic mechanisms required for the expansion/maintenance of HCC represents an attractive research field for future therapeutic development against liver malignancies.

In this study, we performed a custom CRISPR interference (CRISPRi) (*17*) library screen in HCC cells that targets more than 700 epigenetic regulator genes in the human genome. Distinct from the commonly used genome-wide CRISPR knockout (KO) screens, our epigenetic-focused CRISPRi screen acted through inhibition of target gene expression. As a result, our screen identified a previously unknown effector actin-related protein 5 (ACTR5; also known as ARP5) (*18*) in HCC, which was not revealed in the large-scale CRISPR-KO screen consortium databases (*19*, *20*). Using transcriptomics [RNA sequencing (RNA-seq)], epigenetics [chromatin immunoprecipitation sequencing (ChIP-seq)], and proteomics [liquid chromatography tandem mass spectrometry (LC-MS/MS)] profiling followed by validation assays, our study collectively revealed that ACTR5 is required for CDKN2A silencing and CDK6/E2F1-mediated cell cycle progression in HCC. We also used a high-density CRISPR tiling screen approach (*21*–*23*) and identified the critical domains in ACTR5 for interacting with its partner IES6 (also known as INO80 complex subunit C), which is crucial for stabilizing ACTR5 protein and maintaining HCC proliferation. While the ACTR5/IES6 has been frequently described as a module of the INO80 chromatin remodeling complex (*24*, *25*), our results revealed a distinct role of ACTR5/IES6 from the main INO80 subunits (e.g., INO80, MCRS1, ACTR8, and YY1). The selective dependency in HCC emphasizes an INO80-independent role of ACTR5/IES6 in HCC maintenance, cell cycle control, and therapeutic response.

## RESULTS

### CRISPRi screen identifies ACTR5 as a novel vulnerability in HCC

To characterize critical epigenetic mechanisms supporting the maintenance of HCC, we used a custom CRISPRi library containing a total of 3669 single guide RNAs for CRISPRi (sgiRNAs) targeting the transcription start site (TSS) of 728 epigenetic-related genes in the human genome (Fig. 1A, fig. S1, and data S1). We delivered this library into the HepG2 cells stably expressing an enzymatic-inactivated Cas9 fusion with the transcription repressor Krab (i.e., HepG2-dCas9-Krab cells; fig. S2) using lentiviral transduction and compared the frequency change of each integrated single guide RNA (sgRNA) construct in these cells between days 0 and 24 using high-throughput sequencing followed by the Model-based Analysis of Genome-wide CRISPR-Cas9 KO (MAGeCK) algorithm (Fig. 1B and data S2) (*26*). In addition to the positive controls (sgRNA targeting genes commonly essential to cancer cells; red dots), we observed six candidate essential genes in HCC from the screen (blue dots). Evaluation of the gene dependency score (z score) over 22 HCC cell line models in the genome-wide CRISPR screen database (DepMap; The Cancer Dependency Map Project, Broad Institute; data S3) (*19*, *20*) revealed that five of these candidate genes (*WDR5*, *SMC1A*, *DDX23*, *SF3A1*, and *EFTUD2*) are crucial in HCC (Fig. 1C; median *z* score ≤ −1). One of the candidates hit from our screen, *ACTR5* (green), was not recognized as an essential gene in HCC in the DepMap database.

**Fig. 1.**
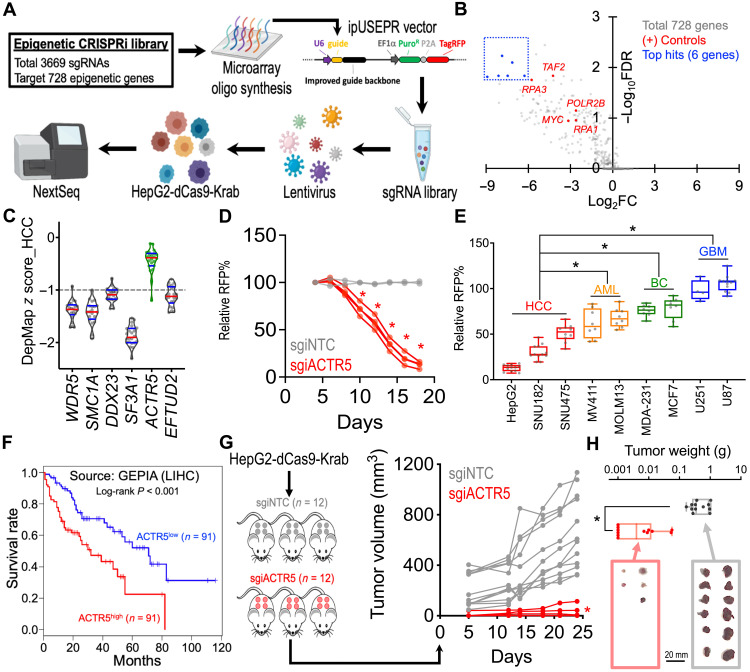
CRISPRi screen identifies the essential role of ACTR5 in HCC. (**A**) Schematic outline of an epigenetic-focused CRISPRi screen in HepG2-dCas9-Krab cells. (**B**) Volcano plot depicts the change of sgRNA abundance [*x* axis; log_2_ (fold change)] and significance [*y* axis; −log_10_ (false discovery rate)] of each gene during the 24-day epigenetics CRISPRi screen. (**C**) Violin plot indicates the median (red lines) and quartiles (blue lines) of the gene dependency score (*z* score) over 22 HCC cell lines (dots) in the DepMap genome-wide CRISPR screen 20Q2 database. (**D**) Growth competition assay of HepG2-dCas9-Krab cells transduced with RFP-labeled nontargeting control (gray lines; *n* = 2 independent sgiNTC sequences) and ACTR5-targeting sgiRNAs (red lines; *n* = 4 independent sgiACTR5 sequences). (**E**) Box-whiskers plot of the growth competition assay in nine Cas9-expressing cancer cell models transduced with sgACTR5 (dots; *n* = 4 independent sgACTR5 sequences). (**F**) Survival curves of liver HCC patients with high versus low *ACTR5* expression. Source: GEPIA database (http://gepia.cancer-pku.cn). (**G**) Profile plot of tumor volume (in cubic millimeters) and (**H**) box-whiskers plot of tumor weight (in grams) of the HCC xenograft tumors in NSG mice inoculated with sgiNTC and sgiACTR5-transduced HepG2-dCas9-Krab cells (*n* = 12 tumor sites per group). Box-whiskers indicate the first and third quartiles (boxes) and the range (whiskers). *P < 0.01 by two-sided Student’s *t* test.

To validate our CRISPRi library screen results, we transduced the HepG2 cells with CRISPRi sgRNAs targeting *ACTR5* (sgiACTR5). Using a red fluorescent protein (RFP; co-expressed with sgRNA) flow cytometric growth competition assay (fig. S3A), we found that cells expressing sgiACTR5 were selectively outcompeted compared to cells transduced with nontargeting control sgRNAs (sgiNTC) (Fig. 1D). To examine the impact of ACTR5 depletion over diverse cell types, we CRISPR-targeted *ACTR5* in two additional HCC cell lines SNU182 and SNU475 and compared it to the non-HCC cancer cell types, including acute myeloid leukemia (MV4-11 and MOLM13), breast cancer (MDA-231 and MCF7), and glioblastoma (U251 and U87) (Fig. 1E). Efficient CRISPR editing and cell suppression were observed in these nine Cas9-expressing cell models, evidenced by robust depletion of the RFP-positive cells with sgRNA targeting the general cancer essential gene proliferating cell nuclear antigen (PCNA) (fig. S3B). In contrast, depletion of the RFP-positive cells in CRISPR-KO sgRNAs targeting *ACTR5 *(sgACTR5)-transduced cultures was significantly more pronounced in HCC than in other cancer cell types (Fig. 1E). Clinically, we observed an association of high *ACTR5* expression level with poor survival prognosis in patients with liver HCC (Fig. 1F; source: Gene Expression Profiling Interactive Analysis) (*27*). Last, suppression of ACTR5 significantly retarded the in vivo HCC tumor progression (Fig. 1G) and reduced the tumor mass (Fig. 1H; sgiNTC = 0.537 ± 0.097 g; sgiACTR5 = 0.013 ± 0.006 g; data represent day 24 mean tumor weight ± SEM) in the HepG2 xenograft model, indicating the indispensable role of ACTR5 in HCC maintenance.

### ACTR5 maintains the E2F cell cycle program via inhibiting CDKN2A expression

To elucidate the transcriptomic impact induced by knockdown of ACTR5, we performed RNA-seq and Gene Set Enrichment Analysis (GSEA) (*28*) in HepG2-dCas9-Krab cells transduced with sgiNTC versus sgiACTR5. 

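HepG2 is a cell line established from a human liver tumor. The cells carried dCas9-Krab, a Cas9 without nuclease activity fused to a repressor domain, which an sgRNA directs to a promoter to silence it (CRISPRi). Messenger RNA was sequenced in 4 HepG2 libraries, 2 from cells transduced with a nontargeting control sgRNA (sgiNTC, numbered 1 and 2) and 2 from cells transduced with sgRNAs against ACTR5 (sgiACTR5, numbered 3 and 4), after 10 days with 2 µg/ml puromycin. What the numbers stand for was not found in the text or the labels. The sgiNTC 2 library was sequenced on another flow cell than the other 3. The authors mapped the reads to GRCh38 with STAR and counted them per gene with featureCounts, and the deposited values are raw counts. The release of the annotation, the strand setting and the treatment of reads that match several genes were not found in the methods, so genes that overlap another gene are less certain. Each library had 18643763 (sgiNTC 1), 18489325 (sgiNTC 2), 15327465 (sgiACTR5 3) or 15599592 (sgiACTR5 4) counts on genes. From these counts, normalization by the trimmed mean of M values (TMM), a filter at an average of 1 RPKM, the counts scaled by gene length and library size, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were applied here. Gene lengths for the filter came from GENCODE release 44, which may not be the release the authors used.
The targeted gene, ACTR5 (ENSG00000101442), lies on the plus strand of chromosome 20 of GRCh38 from 38748460 to 38772520. The 5 ACTR5 sgRNAs in data S1 match a coding exon of it between 38748461 and 38748537. The copy of that table read here holds 1990 of 3661 rows, and which of the 5 were used for RNA-seq was not found in what was read. The paper points to tables S1 and S2 for the sgRNAs of its validation experiments, and these were not read here. ACTR5 had 543 and 420 counts in the sgiNTC libraries and 7 and 8 in the sgiACTR5 libraries. In CPM, counts scaled to the TMM-normalized library size, this was 25.8 ± 5.39 (SD, n = 2) against 0.498 ± 0.0693 (SD, n = 2). The log2 fold change was −5.68 with a standard error of 0.295 (adjusted p = 5.08e-06, edgeR's quasi-likelihood test). Among 10171 genes tested, 707 differed between sgiACTR5 and sgiNTC at an adjusted p under 0.05 in this test, 331 of them higher and 376 lower with sgiACTR5. The count moved most when the spread was estimated from one model over these 4 libraries and 4 more from U87 cells, which called 1248 genes, 693 of them shared with the 707. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so the calls rest on the spread that the model shares across genes.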

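The E2F_Pathway set holds genes controlled by the E2F transcription factors, many of which act in DNA replication and cell division. Of the 145 genes of the set in data S5, 142 passed the expression filter in HepG2. Their median log2 fold change (sgiACTR5 over sgiNTC) was −0.46, with quartiles at −0.72 and −0.25. The median over all tested genes was −0.0010. Below 0 lay 133 of the 142 genes and above it 9. Relative to the mean of the sgiNTC libraries, the median of the set was −0.45 in sgiACTR5 3 and −0.53 in sgiACTR5 4, while the sgiNTC libraries lay at 0.06 and −0.06. The difference between the groups was thus larger than the spread within them. At an adjusted p under 0.05 from edgeR's quasi-likelihood test over all genes tested, 64 genes of the set were lower with sgiACTR5 and 1 was higher. When adjusted over the list alone, 99 were lower and 2 higher, which is not independent evidence because the study singled out this set on the same libraries.
As a set, the genes were lower than the others (p = 3.08e-29, limma's camera with a preset correlation of 0.01 between genes). The set was also lower under fry, a rotation test that keeps the correlation between genes (p = 0.0359). That test asks whether the set itself changed and does not compare it with the other genes. The comparison with the other genes did not hold when camera estimated the correlation from the 4 libraries, at 0.286 (p = 0.112). With genes ranked by log2 fold change, the normalized enrichment score was −3.39 (p = 0.000269, the smallest that the 10000 gene permutations can give for this set), and the paper's reported score is −3.34. With the 3 libraries of one flow cell, which leaves sgiNTC 1 as the only control, the median was −0.54. This was also the largest move among the alternatives.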

We found that in HepG2 cells, the “E2F_Pathway” is among the most depleted GSEA hallmark gene sets upon ACTR5 knockdown (Fig. 2A and data S4). To identify genes directly regulated by ACTR5 in HCC, we captured genomic DNA associated with the Twin-Strep–tagged ACTR5 (ACTR5-TST) from HepG2 using the Strep-Tactin XT beads (*29*) for high-throughput sequencing (Fig. 2B) and then overlapped the ACTR5-bound targets (525 genes) with the E2F_Pathway genes (145 genes). 

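Having found the E2F_Pathway set depleted, the paper searched among its genes for those that ACTR5 binds, which left CCNE1, CDC20, CDCA8, CDKN2A, HMGB3, KIF4A, MCM7, MELK, NBN, PRPS1, RAD51C, TCF19 and ZW10 (Fig. 2B). All 13 passed the expression filter in HepG2. CDKN2A (ENSG00000147889) lies on the minus strand of chromosome 9 of GRCh38 from 21967752 to 21995301 and encodes inhibitors of the cell cycle. Its span overlaps another gene on the opposite strand, and whether the counting used the strand was not found. CDKN2A had 160 and 212 counts in the sgiNTC libraries and 226 and 352 counts in sgiACTR5 3 and 4. The normalized values were 9.92 ± 1.68 CPM (SD, n = 2) with sgiNTC and 19.3 ± 6.77 CPM (SD, n = 2) with sgiACTR5, a ratio of 1.94, and the paper's reported ratio in data S5 is 1.87. The log2 fold change was 0.95 with a standard error of 0.237. The adjusted p was 0.0354 over all genes tested and 0.00491 adjusted over the list alone, that is the 145 genes, from edgeR's quasi-likelihood test. The smaller value is not stronger evidence, because the study singled out this list on the same libraries. Both sgiACTR5 libraries lay above both sgiNTC libraries. The size of the rise depended on sgiACTR5 4, without which the log2 fold change was 0.56. Without sgiACTR5 3 it was 1.28, and without sgiNTC 2, which came from another flow cell, it was 1.09.
Of the other 12 genes, CCNE1 lay above 0 at a log2 fold change of 0.14 (standard error 0.124, adjusted p = 0.546 in the same edgeR test), which is not distinguishable from no change. The remaining 11 lay below 0, and 8 of them had an adjusted p under 0.05. The lowest was TCF19, at −1.07 (standard error 0.174, adjusted p = 0.00614 in the edgeR test), whose span overlaps POU5F1 on the opposite strand. CDKN2A was the only gene of the 13 that was higher with sgiACTR5 at this threshold.

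**Figure D1:**
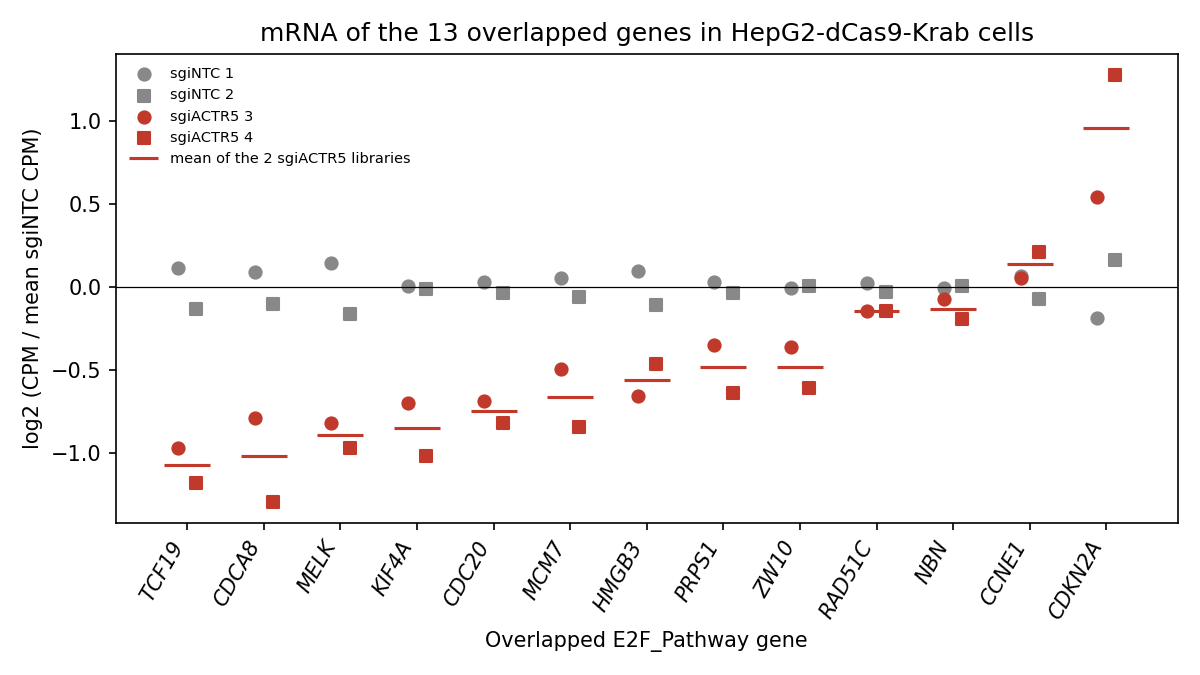
mRNA of the 13 overlapped genes in HepG2-dCas9-Krab cells, as the log2 ratio of each library's CPM to the mean CPM of the sgiNTC libraries. Points are single libraries and red lines are the means of the 2 sgiACTR5 libraries, with CDKN2A at the right above the sgiNTC libraries and TCF19 the lowest at the left.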

Of the 13 overlapped candidates, we identified a substantial induction of CDKN2A mRNA (Fig. 2C and data S5) and protein (Fig. 2D) levels in the sgiACTR5-transduced HepG2 cells. Furthermore, the presence of ACTR5 at the *CDKN2A* promoter region was confirmed by TST-mediated ChIP-seq and ChIP–quantitative polymerase chain reaction (qPCR) (Fig. 2E). While the general histone modification landscapes at the ACTR5-bound genes remain comparable to those at the ACTR5 unbound genes (fig. S4) (*30*), we focused on the levels of two histone modifications, H3K9me2 and H3K27me3, which have been implicated in epigenetic repression of *CDKN2A* (*31*, *32*). Our results revealed a significant reduction of H3K9me2 but not H3K27me3 at the *CDKN2A* TSS locus upon ACTR5 depletion (Fig. 2, F and G), indicating a role of ACTR5 in recruiting H3K9 epigenetic silencing of *CDKN2A* in HCC. 

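U87 is a cell line established from a human glioblastoma. As in HepG2, 2 sgiNTC and 2 sgiACTR5 libraries from U87-dCas9-Krab cells were sequenced, and the deposited values are raw counts made in the same way. The totals were 16722540 (sgiNTC 1), 26099291 (sgiNTC 2), 16678919 (sgiACTR5 3) and 19739695 (sgiACTR5 4) counts on genes. The labels give no flow cell for these libraries, so batches could not be compared. The analysis followed that of HepG2, with the U87 libraries fitted alone. ACTR5 had 346 and 471 counts in the sgiNTC libraries and 5 and 3 in the sgiACTR5 libraries, or 19.5 ± 1.91 CPM (SD, n = 2) against 0.228 ± 0.103 CPM (SD, n = 2). Its log2 fold change was −6.40 (standard error 0.264, adjusted p = 0.00126, edgeR's quasi-likelihood test). Among 10474 genes tested, 79 had an adjusted p under 0.05 in this test, 28 of them higher and 51 lower with sgiACTR5. The number of calls depended on the method, and so did the excess of lower ones. With no filter beyond 1 read in all libraries together, 713 genes were called, including the 79, with 355 higher and 358 lower.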

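In U87, CDKN2A had 0 counts in each of the 4 libraries. At these depths a count of 0 allows up to 3 counts, or 0.115 to 0.181 CPM depending on the library, which covers counting error only. Its neighbors on chromosome 9, CDKN2B (22002903 to 22009305) and MTAP (21802636 to 21937651), also had 0 counts in all 4 libraries, while in HepG2 the sgiNTC means were 10.2 CPM for CDKN2B and 64.0 CPM for MTAP. No fold change or test could therefore be computed for CDKN2A in U87. Of the other 12 genes bound by ACTR5 in the E2F_Pathway set, 2 lay above 0 and 10 below. HMGB3, the lowest, had a log2 fold change of −0.67 (standard error 0.0727, adjusted p = 0.0318, edgeR's quasi-likelihood test), and 2 of the 12 were lower at an adjusted p under 0.05. This count depended on the method. CDC20 and CDCA8 had an adjusted p of 0.0805 and 0.0592 in this test. With DESeq2, edgeR's exact test or no filter, both were lower at an adjusted p from 0.00079 to 0.0036.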

Notably, the induction of CDKN2A expression by ACTR5 knockdown was not observed in the CDKN2A-null U87 cells (Fig. 2, C and D), suggesting a requirement of CDKN2A expression in the ACTR5 dependency.

**Fig. 2.**
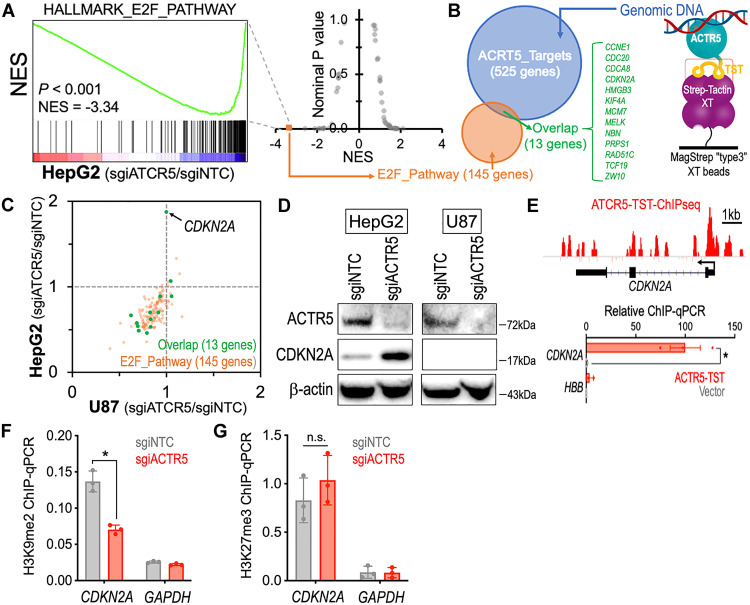
ACTR5 mediates epigenetic silencing of CDKN2A in HCC. (**A**) RNA-seq and GSEA analyses showing changes in expression of the E2F_Pathway gene set in sgiNTC- versus sgiACTR5-transduced HepG2-dCas9-Krab cells. (Right) Each dot indicates one gene set from the GSEA HALLMARK Database. NES, normalized enrichment score. (**B**) Venn diagram revealed 13 ACTR5-bound target genes within the E2F_Pathway gene set (green). (**C**) RNA-seq expression change of the ACTR5-regulated E2F-Pathway genes (green dots) induced by sgiACTR5 in dCas9-Krab–expressing HepG2 (*y* axis) versus U87 (*x* axis) cells. (**D**) Western blot of ACTR5, CDKN2A, and β-actin in dCas9-Krab–expressing HepG2 and U87 cells transduced with sgiNTC and sgiACTR5. (**E**) TST-mediated ChIP-seq and ChIP-qPCR of ACTR5 at the *CDKN2A* locus in HepG2 cells. (**F**) Level of H3K9me2 and (**G**) H3K27me3 at the *CDKN2A* and *glyceraldehyde-3-phosphate dehydrogenase* (*GAPDH*) loci detected by ChIP-qPCR. Data are presented as means ± SEM. *P < 0.01 by two-sided Student’s *t* test. n.s., not significant.

CDKN2A is a cell cycle suppressor that controls the function of its downstream effectors, including CDK6, Rb (retinoblastoma 1), and E2F1 (*33*). With the induction of CDKN2A expression by sgiACTR5, immunoblotting revealed a drastic reduction of CDK6, phospho-S780 Rb (p-Rb), and E2F1 protein level in the ACTR5-dependent HCC cells (Fig. 3A; HepG2 and SNU475). Consistently, we observed a significant reduction of cells in the S phase in the sgiACTR5-transduced HepG2 cell line (Fig. 3B). 

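As fixed lists of cell cycle genes, those that Seurat supplies for scoring S phase and G2/M phase were taken before the data were examined. In HepG2, 41 of the 43 S phase genes were tested. Their median log2 fold change was −0.70, all 41 lay below 0, and 30 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Adjusted over the list alone, 36 were lower. For G2/M phase, 52 of 54 listed genes were found and tested, with a median of −0.72. Of these, 50 lay below 0 and 37 were lower at an adjusted p under 0.05, or 46 lower and 1 higher when adjusted over the list alone. By camera, p was 1.46e-23 for S phase and 6.58e-25 for G2/M phase. Both calls held under fry (p = 0.0375 and p = 0.0443) and neither held with an estimated correlation (p = 0.131 and p = 0.139). Relative to the mean of the sgiNTC libraries, the S phase median was −0.61 in sgiACTR5 3 and −0.84 in sgiACTR5 4, with the sgiNTC libraries at 0.08 and −0.08. Single genes such as PCNA fell by 0.65 on the log2 scale (standard error 0.113, adjusted p = 0.00834, edgeR's quasi-likelihood test). From the rise of CDKN2A in HepG2 and its absence in U87, the paper proposed that the dependency on ACTR5 requires CDKN2A expression, and it turned to the cell cycle as the process that CDKN2A restrains.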

Gene ontology analyses using g:Profiler (*34*) also exhibited significant depletions of cell cycle–related genes (fig. S5) and E2F motif–containing genes (fig. S6) in the sgiACTR5-transduced HepG2 cells. In contrast, the expression of CDKN2A and CDK6 was not detected in the ACTR5-independent U251 and U87 cells (Fig. 3A; these glioblastoma cells harbor homozygous deletion at the *CDKN2A* locus) (*35*, *36*). Consequently, the reduced p-Rb and E2F1 levels were not observed in these cell lines. Furthermore, ectopic expression of ACTR5-TST reversed the altered CDKN2A pathway (Fig. 3C) and rescued the proliferation (Fig. 3D) of sgiACTR5-transduced HepG2 cells. Together, our results nominated CDKN2A as the cell cycle checkpoint underlying the ACTR5 network to control tumor progression (Fig. 3E).

**Fig. 3.**
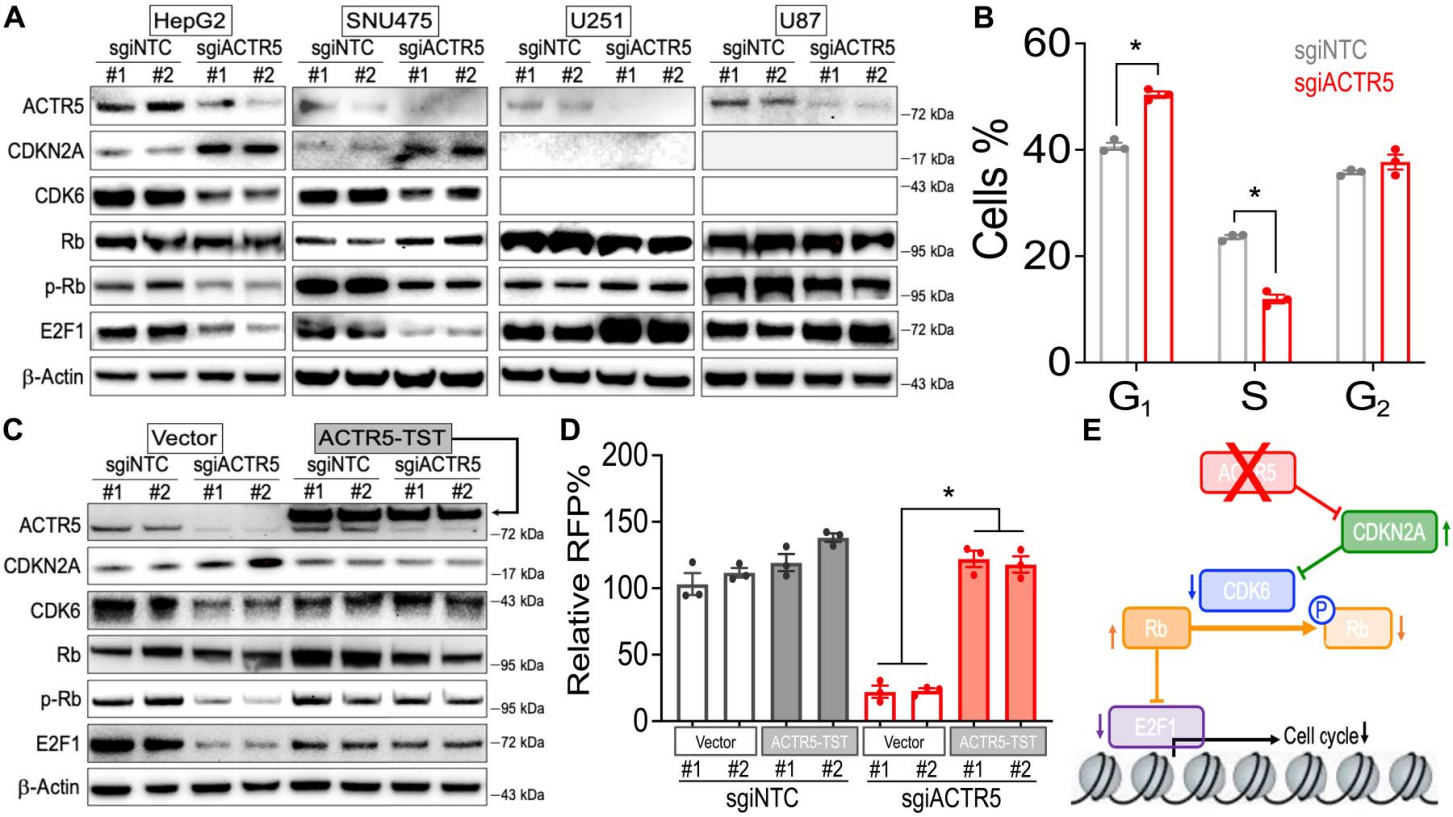
ACTR5 controls the CDKN2A and CDK6 cell cycle signaling in HCC. (**A** and **C**) Western blot of ACTR5, CDKN2A, CDK6, Rb, p-Rb, E2F1, and β-actin in (A) dCas9-Krab–expressing HCC (HepG2 and SNU475) and glioblastoma (U251 and U87) cells, and (C) vector versus ACTR5-TST–expressing HepG2-dCas9-Krab cells transduced with sgiNTC and sgiACTR5. (**B**) Cell cycle monitored by 5-Ethynyl-2′-deoxyuridine incorporation in HepG2-dCas9-Krab cells transduced with sgiNTC and sgiACTR5 (*n* = 3). (**D**) Growth competition assay of vector versus ACTR5-TST–expressing HepG2-dCas9-Krab cells transduced with RFP-labeled sgiNTC and sgiACTR5 (*n* = 3 each group). (**E**) Effect of targeting ACTR5 on CDKN2A- and CDK6-triggered cell cycle signaling. Data are presented as means ± SEM. *P < 0.01 by two-sided Student’s *t* test.

### CRISPR gene tiling scans revealed an INO80-independent role of ACTR5 in HCC

To investigate whether ACTR5 contains gene regions selectively essential to HCC, we used the high-density CRISPR gene body scan that enables identification of functional elements within a protein by saturation mutagenesis achieved through CRISPR-mediated genome editing (Fig. 4A) (*22*, *23*). First, we developed a pooled library composed of 284 sgRNAs that target every “NGG” protospacer adjacent motifs within the ACTR5-coding exons [targeting density 6.4 base pairs (bp) per sgRNA or 2.1 amino acids per sgRNA]. We then screened this ACTR5 scan library in the Cas9-expressing HepG2 and U87 cells and mapped the results to the ACTR5 peptide position (data S6). Using local smoothened modeling (*37*), this high-resolution genetic screen approach revealed the dependency of HepG2 on multiple regions within the N- and C-terminal actin-fold domains (Fig. 4B, red). The U87 cells were not sensitive to the entire ACTR5 scanning CRISPR library (blue), restating the cell type–specific role of ACTR5 in HCC. Since ACTR5 has been frequently described as a member of the INO80 chromatin remodeling complex (*24*, *25*), we extended the high-density CRISPR gene body scan to examine other vital components of the INO80 complex, including INO80, MCRS1, ACTR8, and YY1 (Fig. 4, C to F, and data S7 to S10). Unexpectedly, none of these INO80 members exhibited a HepG2-selective essential domain, suggesting a distinct usage of ACTR5 in HCC that is unconventional to the INO80 complex.

**Fig. 4.**
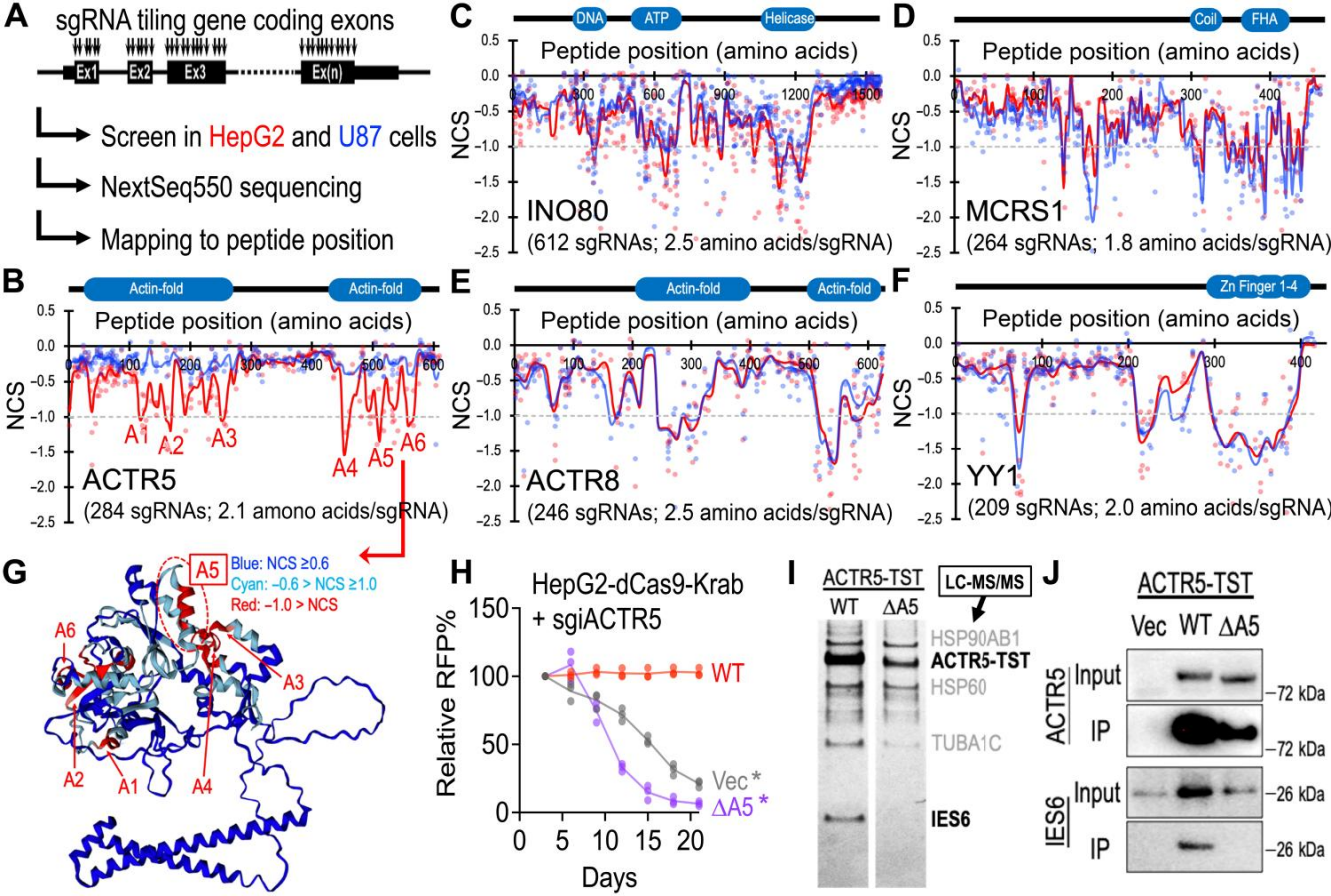
CRISPR gene tiling scans of INO80 complex members in HCC. (**A**) Schematic outline of high-density CRISPR gene body scan in Cas9-expressing HepG2 and U87 cells. (**B** to **F**) Two-dimensional annotation of CRISPR gene tiling scans for (B) ACTR5, (C) INO80, (D) MCRS1, (E) ACTR8, and (F) YY1. The solid lines indicate the smoothened model of the CRISPR scan score derived from individual sgRNAs (dots) screened in HepG2 (red) and U87 (blue) cells. The median CRISPR scan scores of the positive control (dotted line; defined as −1.0) and negative control (defined as 0.0) sgRNAs are designated. (**G**) Three-dimensional annotation of ACTR5 CRISPR scan score relative to the AlphaFold structural model of ACTR5 (ID, Q9H9F9). (**H**) Effect of wild-type (WT)- and ΔA5-ACTR5 expression on the growth competition assay of HepG2-dCas9-Krab cells transduced with sgiACTR5 (*n* = 3 each group). (**I**) Silver stain of the TST-purified WT- and ΔA5-ACTR5 protein complexes. The top candidate of each protein band was suggested by LC-MS/MS. (**J**) Western blot of ACTR5 and IES6 in the TST-purified WT- and ΔA5-ACTR5 protein complexes. *P < 0.01 two-sided Student’s *t* test.

Comparing the ACTR5 gene body scans in HepG2 and U87 revealed six CRISPR-hypersensitive elements [normalized CRISPR score (NCS) ≤ −1.0] in HepG2 cells (designated A1 to A6; Fig. 4B and fig. S7). Modeling of the ACTR5 three-dimensional structure by AlphaFold (*38*) revealed that five of the six CRISPR scan hit regions were involved in the structural backbone of ACTR5 [Fig. 4G; including A1 (D114-D129), A2 (P159-Y172), A3 (L246-H261), A4 (I449-Q465), and A6 (I552-C569)]. On the other hand, one CRISPR-hypersensitive region, A5 (G502-S519; located within the C-terminal actin-fold domain), was predicted to be exposed on the ACTR5 protein surface (Fig. 4G). Furthermore, the deletion of the A5 region blocked the capacity of ACTR5 to maintain HepG2 proliferation (Fig. 4H), indicating an indispensable role of this surface area of ACTR5 in HCC. To investigate the mechanisms of the A5 region in HCC, we expressed the TST-tagged wild-type (WT) and A5-deleted (ΔA5) ACTR5 in HepG2 cells and captured the ACTR5-containing complexes by Strep-Tactin XT beads. Characterization of the ACTR5-associated proteins using MS (LC-MS/MS) revealed a unique loss of interaction between ΔA5-ACTR5 and IES6 in HepG2 cells (Fig. 4I and data S11), which was readily confirmed by coimmunoprecipitation and Western blotting (Fig. 4J).

### Stabilization of ACTR5 via interacting with IES6 modulates CDK inhibitory therapy

To examine the role of IES6 in HCC, we transduced the HepG2 cells with CRISPRi sgRNAs targeting *IES6* (sgiIES6) and found that cells expressing sgiIES6 were outcompeted compared to cells transduced with sgiNTC (Fig. 5A). We then sought to characterize the domains in IES6 that mediate the interaction with ACTR5. Similar to the ACTR5 gene body scan (shown in Fig. 4, A and B), we developed an IES6 CRISPR gene body scan library and screened in Cas9-expressing HepG2 and U87 cells. These parallel gene body scans revealed two HCC-selective essential regions, I1 (D124-P138) and I2 (T163-V187) in IES6 (Fig. 5B and data S12). AlphaFold modeling of IES6 indicated a structured C terminus, which contains the I2 element (Fig. 5C). On the other hand, the I1 region was predicted as an unfolded linker. Expression of the TST-tagged WT-, ΔI1-, and ΔI2-IES6 in HepG2 cells revealed loss of interaction to ACTR5 only in the ΔI2-IES6 condition (Fig. 5D). Furthermore, the deletion of the I2 region blocked the capacity of IES6 to maintain the HepG2 proliferation (Fig. 5E). Additionally, we found that CRISPRi depletion of IES6 reduced the protein level of ACTR5 (Fig. 5F). This phenomenon was also observed in the cells transduced with ΔI2-IES6 (Fig. 5D), indicating the role of IES6 in stabilizing the ACTR5 protein via protein-protein interaction. CRISPRi of IES6 also induced CDKN2A expression and inhibited the CDK6/p-Rb/E2F1 axis (Fig. 5F), recapitulating the cell cycle blockade triggered by the loss of ACTR5 (Fig. 3A). Therefore, our results point to a collaborative mechanism between ACTR5 and IES6 in supporting the cell cycle progression and cell proliferation in HCC. These observations also suggested that further inhibition of the CDK6 activity might exert a more pronounced cellular suppression in the ACTR5 (or IES6)–depleted HCC. Simultaneously targeting ACTR5/IES6 (by CRISPRi) and CDK6 (by ribociclib, a U.S. Food and Drug Administration–approved CDK4/6 inhibitor also known as LEE011 and KISQALI) (*39*) synergistically suppressed the HepG2 cell growth (Fig. 5, G and H), highlighting the possible combinatorial targeting of the ACTR5/IES6 and CDK6 axis for advanced HCC treatment (Fig. 5I).

**Fig. 5.**
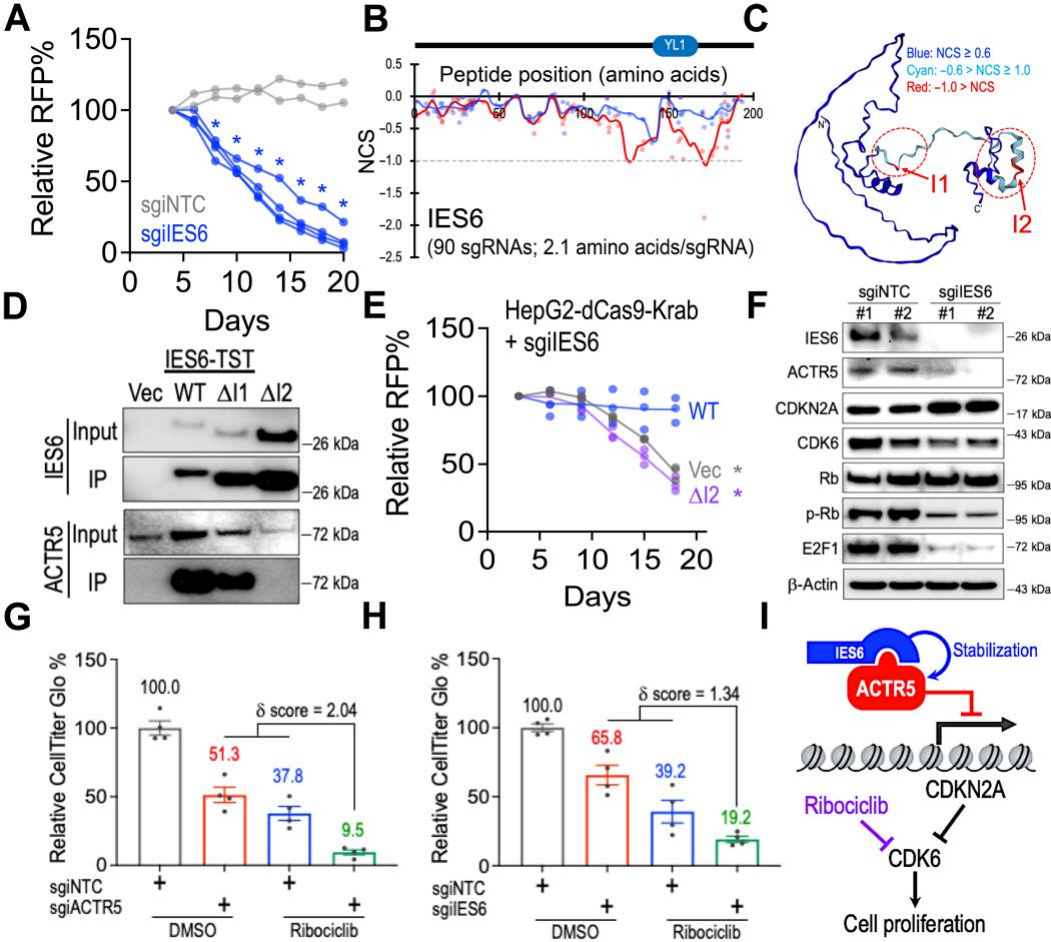
IES6 stabilizes ACTR5 to support CDK6 signaling in HCC. (**A**) Growth competition assay of HepG2-dCas9-Krab cells transduced with RFP-labeled nontargeting control (gray lines; *n* = 2 independent sgiNTC sequences) and *IES6*-targeting sgiRNAs (blue lines; *n* = 4 independent sgiIES6 sequences). (**B**) Two-dimensional annotation of CRISPR gene tiling scans for IES6 in HepG2 (red) and U87 (blue) cells. The solid lines indicate the smoothened model of the CRISPR scan score derived from individual sgRNAs (dots). The median CRISPR scan scores of the positive control (dotted line; defined as −1.0) and negative control (defined as 0.0) sgRNAs are designated. (**C**) Three-dimensional annotation of IES6 CRISPR scan score relative to the AlphaFold structural model of IES6 (ID, Q6PI98). (**D**) Western blot of IES6 and ACTR5 in the TST-purified WT-, ΔI1-, and ΔI2-IES6 protein complexes. (**E**) Effect of WT- and ΔI2-IES6 expression on the growth competition assay of HepG2-dCas9-Krab cells transduced with sgiIES6 (*n* = 3 each group). (**F**) Western blot of IES6, ACTR5, CDKN2A, CDK6, Rb, p-Rb, E2F1, and β-actin in HepG2-dCas9-Krab cells transduced with sgiNTC and sgiIES6. (**G** and **H**) CellTiter-Glo analysis of the (G) sgiACTR5- and (H) sgiIES6-transduced HepG2-dCas9-Krab cells incubated with dimethyl sulfoxide (DMSO) or ribociclib (*n* = 4 each group). (**I**) Model of the ACTR5/IES6 complex supporting CDK6-driven cell proliferation. Data are presented as means ± SEM. *P < 0.01 by two-sided Student’s *t* test.

## DISCUSSION

HCC is one of the leading causes of cancer-related mortality worldwide (*1*, *2*). In this study, we performed multiomics analyses, including functional genomics (i.e., CRISPRi and high-density CRISPR gene body screens), transcriptomics (RNA-seq), epigenetics (ChIP-seq), and proteomics (MS) in the HCC cells. Using these systems biological approaches, we identified a critical role of the ACTR5 in HCC disease progression. We further demonstrate that ACTR5 contributes to cell cycle progression via suppressing CDKN2A, which can be exploited to enhance the efficacy of CDK6-targeted therapies.

Genome-wide CRISPR-KO screens have been performed in more than 1000 cell lines (DepMap Project; including 22 HCC lines) (*19*, *20*) and identified numerous insights underlying the liver malignancies (*40*–*42*). Unexpectedly, these large-scale screen efforts did not reveal the essential role of ACTR5 in HCC (Fig. 1C). To this end, we aligned the targeting positions of sgACTR5 used in the DepMap genome-wide CRISPR library to our ACTR5 gene tiling scan (fig. S8A; blue dots). We noted that three of the four sgACTR5 in the DepMap screens indeed missed the CRISPR-sensitive regions (NCS < −1.0) of ACTR5, causing a false-negative assessment of this HCC essential gene within the consortium databases (a similar issue was also noted for IES6 in the DepMap database; fig. S8B). In contrast, our epigenetic-focused CRISPRi library screen acted through suppression of target gene expression successfully captured the loss-of-function phenotype in the ACTR5-depleted HCC cells (Fig. 1, A and B). Furthermore, our CRISPR gene tiling approach that used all possible sgRNAs (i.e., 254 sgRNAs tiling ACTR5) to probe the gene coding regions provided an additional layer of domain resolution (Fig. 4, A and B). Collectively, our study demonstrated the utility of serial and focused CRISPR genetic screens in finding additional cancer essential genes over the conventional genome-wide CRISPR screens.

ACTR5 is commonly considered a core component of the INO80 chromatin remodeling complex, which has been implicated in adenosine triphosphate (ATP)–dependent nucleosome remodeling, DNA repair, and transcriptional regulation (*43*–*46*). The INO80 complex members are highly conserved from primitive eukaryotic organisms to mammals, highlighting its crucial roles in fundamental chromatin biology (*47*). Structural-based analysis revealed that the ACTR5/IES6 module is vital for optimizing the nucleosome binding of the INO80 complex (*24*, *25*, *48*, *49*). Our parallel gene body scan of the critical components of the INO80 complex revealed a unique HepG2-specific CRISPR sensitivity in the ACTR5/IES6 coding regions (i.e., A1 to A6 and I1 and I2 regions observed in Figs. 4B and 5B) as compared to the other INO80 members (Fig. 4, C to F; no HepG2-specific area was observed in INO80, MCRS1, ACTR8, and YY1). Furthermore, we detected a clear interaction between ACTR5 and IES6 via MS and coimmunoprecipitation immunoblotting (Fig. 4, I and J); however, the other components of the INO80 complex were not readily observed in the ACTR5-associated protein pool (data S11). These results support the hypothesis that ACTR5 and IES6 predominantly assembled as an independent subcomplex with a distinct function from the conventional INO80 complex. Our epigenomic data revealed that 21.1% (111 of 525) of ACTR5-targeted genes was not recognized by the canonical INO80 complex (fig. S9; including *CDKN2A*) (*50*). Furthermore, 27.0% of these ACTR5-specific target genes exerted increased mRNA levels upon CRISPRi of ACTR5, which is twofold more than in the INO80-bound genes (14.5%), highlighting a repressive role of ACTR5 on the target gene transcription (data S13). To this end, we found that ACTR5 modulates the level of H3K9me2 at the *CDKN2A* TSS locus in HCC (Fig. 2F and fig. S10A). Last, our correlation study suggests that the expression level of *CDKN2A* is associated with the cellular response to ACTR5 depletion (fig. S11A), supporting a central role of the ACTR5-CDKN2A axis in regulating the cell cycle and tumor progression. Of note, the derepression of CDKN2A (fig. S10B) and the inactivation of CDK6/p-Rb/E2F1 (fig. S10C) were also observed in MV411 cells (AML cells exhibited similar sensitivity to ACTR5 depletion as SNU475 cells in Fig. 1E), indicating that the ACTR5-directed regulation of CDKN2A may exist across multiple cancer types, extending the impact of the current study beyond HCC.

CDKN2A (also known as P14^ARF^ or P16^INK4A^) is a G_1_-S cell cycle regulator and tumor repressor, the loss-of-function mutations and epigenetic inactivation of which have been observed in various cancer types, including HCC (*8*, *9*). CDKN2A inhibits CDK4/6 to prevent Rb phosphorylation, thus maintaining Rb’s ability to block the E2F-driven cell cycle program (*15*, *16*). Given that CDKN2A silencing and CDK overexpression have been frequently observed in patients with HCC, CDK inhibitors appear to be an attractive strategy for HCC treatment (*16*, *39*, *51*, *52*). We found that ACTR5 acts as the suppressor of CDKN2A, thereby supporting CDK6 signaling and cell proliferation. Consistently, our data revealed that a stronger ACTR5 dependency could be predicted by a shorter doubling time within the tested HCC cells (fig. S11B), suggesting that inhibiting ACTR5 may provide a more potent suppression of the fast proliferating (i.e., more malignant) cells. Targeting ACTR5 (and its complex partner IES6) thus represent viable therapeutic approaches for HCC treatment. Furthermore, the synergistic effect between ACTR5/IES6 suppression and CDK4/6 inhibition on HCC proliferation opens a possibility of combinational therapy against HCC (Fig. 5, G to I). Given that ribociclib (also known as LEE011 or KISQALI) is currently undergoing phase 1 and 2 clinical trials in patients with advanced HCC (NCT02524119) (*39*), our study provides an additional layer of mechanism and therapeutic opportunity to further improve the CDK-targeted therapy in HCC and beyond.

In summary, our study highlighted that ACTR5 is required for HCC proliferation via suppressing CDKN2A expression, which is independent of the conventional INO80 complex activity. Disruption of ACTR5 (or its complex partner IES6) synergizes with pharmacological targeting of CDK4/6, providing critical rationales toward a more effective combinatorial therapy against HCC and beyond. Furthermore, the insights into the roles of ACTR5/IES6 domain interactions may prompt future efforts to discover novel classes of molecules targeting this interface. Although the cell cycle regulator pathways are recognized to play pivotal roles in multiple cancer types, studies on CDK-targeted therapy have focused primarily on inhibiting a single kinase to suppress cell proliferation. The dynamic interplays between the CDK activation network and the therapeutic outcome are just beginning to gain recognition. This study thus represents one of the emerging research fields that explore how the epigenetic effectors coordinate in a broad spectrum of biological processes, such as gene transcription, cell cycle signaling, and therapeutic efficacy.

## MATERIALS AND METHODS

### Cell culture

HepG2 [HB-8065, American Type Culture Collection (ATCC)], U87 (HTB-14, ATCC), U251, MDA-MB-231 (CRM-HTB-26, ATCC), MCF7 (HTB-22, ATCC), and human embryonic kidney (HEK) 293 (CRL-1573, ATCC) cells were cultured in Dulbecco’s modified Eagle’s medium (Gibco) supplemented with 10% fetal bovine serum (FBS) (Omega Scientific). MV4-11 (CRL-9591, ATCC), MOLM13, SNU182 (CRL-2235, ATCC), and SNU475 (CRL-2236, ATCC) were cultured in RPMI 1640 (Gibco) with 10% FBS. Penicillin-streptomycin (Gibco) and plasmocin (0.5 μg/ml; Invitrogen) were added to all media. All cells were cultured in a 37°C incubator with 5% CO_2_. Cells stably expressing the Cas9 or dCas9-Krab were established via transduction of LentiCas9-blast (52962, Addgene) or LentidCas9-Krab-blast (89567, Addgene) lentivirus and selected by blasticidin (20 μg/ml; Gibco), single-cell cloning, and CRISPR efficiency test (fig. S2). The response of sgiNTC-, sgiACTR5-, and sgiIES6-transduced HepG2-dCas9-Krab cells to ribociclib (HY-15777, Medchemexpress) was measured by CellTiter-Glo 2.0 reagent (G9242, Promega).

### Lentiviral CRISPR library and cDNA construction

For the epigenetics-focused CRISPRi library, 3669 sgiRNA sequences targeting the TSS of 729 epigenetic-related genes were designed using the human genome-wide CRISPRi-v2 (*53*). For the INO80 complex member gene body scan CRISPR libraries, sgRNA sequences targeting the coding exons of the select genes (*ACTR5*, *IES6*, *INO80*, *MCRS1*, *ACTR8*, and *YY1*) were designed using the Genetic Perturbation Platform (Broad Institute) (*54*). Briefly, guide RNA oligos were synthesized by microarray (CustomArray) and cloned into the ipUSEPR lentiviral sgRNA vector (hU6-driven sgRNA coexpressed with EF-1a–driven RFP and puromycin-resistance gene) using the Bsm BI (NEB) restriction sites (*22*, *23*, *55*) (fig. S1A). Individual sgRNAs selected for validation experiments are listed in tables S1 and S2. The cDNA of WT ACTR5 and IES6 that fused with a TST were designed using the CLC Main Workbench (Qiagen), synthesized by gBlock gene fragments (IDT), and cloned into the lentiviral pLVN vector (EF-1a–driven transgene coexpressed with neomycin-resistance gene) using the NEBuilder HiFi DNA assembly cloning kit (NEB). The final plasmids were validated via Sanger sequencing (Eton Bioscience). All molecular cloning was performed using the NEB 5-alpha Competent *Escherichia coli* (C2987H; NEB). Lentivirus was produced in HEK293 cells (CRL-1573, ATCC) by cotransfecting ipUSEPR or pLVN vectors with the packaging plasmids pPAX2 (12260, Addgene) and pMD2.G (12259, Addgene). For lentiviral infection, target cells were mixed with the viral solution and polybrene (8 μg/ml; TR1003G, Millipore Sigma) and incubated overnight.

### CRISPR library screen and analysis

The epigenetic-focused CRISPR library was delivered into HepG2-dCas9-Krab cells (for CRISPRi), and the INO80 complex member gene scan CRISPR library was delivered into HepG2-Cas9 and U87-Cas9 cells (for CRISPR KO) (fig. S2). Briefly, cells were infected with the CRISPR library at ~15% infection (monitored by flow cytometry for RFP expression; three replicates each screen) and selected by puromycin (2 μg/ml; Gibco). The library-transduced cells were subcultured every 4 days for a total of 24 days. At the start (day 0) and end (day 24) time points, 4 million cells from each screen culture were collected. The integrated sgRNA in each sample was PCR-amplified (NEBNext Ultra II Q5, NEB) using primers DCF01 5′-CTTGTGGAAAGGACGAAACACCG-3′ and DCR03 5′-CCTAGGAACAGCGGTTTAAAAAAGC-3′ for high-throughput sequencing (NextSeq550, Illumina). To quantify sgRNA reads, 20-nucleotide sequences that matched the sgRNA backbone structure (5′-CACCG and GTTT-3′) were extracted and mapped to the library sgRNA sequences using Bowtie2. The frequency for individual sgRNAs was calculated as the read counts of each sgRNA divided by the total read counts matched to the library. For the epigenetics-focused CRISPRi screen, the top essential candidate genes were analyzed using the MAGeCK algorithm (*26*). For the INO80 complex member gene scan, the NCS was defined as a log_10_-fold change in the frequency of individual sgRNAs between the start (day 0) and end (day 24) of the screened samples and normalized by the median score of the negative control sgRNA (defined as 0.0; sgRNA targeting nonessential sequences) and the median score of the positive control sgRNA (defined as −1.0; sgRNA targeting *MYC*, *BRD4*, *RPA3*, *PCNA*, etc.) within the screen data. The underrepresented sgRNAs (less than 5% of the average frequency) in the library were excluded from the analysis. The NCS of individual sgRNA was processed by Gaussian kernel smoothing in R, and the average score over the trinucleotide codons was calculated for each peptide position. Next, three-dimensional structural models of ACTR5 (Q9H9F9) and IES6 (Q6PI98) were obtained from the AlphaFold database (*38*). Subsequently, the smoothened NCSs were mapped onto three-dimensional structures using the “Defined Attribute” and “Render by Attribute” functionalities in UCSF Chimera 1.15.

### Flow cytometric assays

For competition cell culture assays, Cas9- or dCas9-Krab–expressing cells were transduced with the ipUSEPR sgRNA (RFP-positive) constructs in 96-well plates at ~50% infection. The cell viability and the percentage of RFP-positive were obtained by high-throughput flow cytometry and 4′,6-diamidino-2-phenylindole (Invitrogen) dye exclusion. Cell cycle was monitored by Click-iT Plus EdU Alexa Fluor 647 assay kits (C10634, Invitrogen). Data were obtained by high-throughput flow cytometry using an Attune NxT flow cytometer with an autosampler (Thermo Fisher Scientific).

### Western blotting

Cells were harvested and lysed in lithium dodecyl sulfate sample buffer (Invitrogen) at 5 × 10^6^ cells/ml, separated electrophoretically using Bolt 4 to 12% bis-tris plus gels (Invitrogen), and transferred onto polyvinylidene difluoride (PVDF) membranes (0.2 μm pore size) using PVDF Mini Stacks and iBlot 2 (Invitrogen). Membranes were immersed in 5% nonfat milk then probed with rabbit antibodies against ACTR5 (sc-376364, Santa Cruz Biotechnology; 1:1000), IES6 (PA5-61869, Thermo Fisher Scientific; 1:1000), CDKN2A (ab108349, Abcam; 1:1000), CDK6 (ab124821, Abcam; 1:1000), E2F1 (3742S, Cell Signaling Technology; 1:1000), Rb (ab181616, Abcam; 1:1000), phospho-S780 Rb (ab173289, Abcam; 1:1000), and β-actin (4970S, Cell Signaling Technology; 1:1000) at 4°C overnight. After washing, the membranes were incubated with horseradish peroxidase–linked goat anti-rabbit immunoglobulin G antibody (31460, Invitrogen; 1: 200,000) at room temperature for 1 hour. Chemiluminescent signals were developed using the SuperSignal West Femto Substrate (Thermo Fisher Scientific) and detected using a ChemiDoc imaging system (Bio-Rad).

### Mass spectrometry

The cell lysates harvested from pLVN-vector and pLVN-ACTR5-TST (WT and ΔA5)–transduced HepG2 cells were incubated with MagStrep “type3” XT Beads (2-4090-002, IBA; 1:1000) at 4°C for 30 min. The beads were washed three times in 1× Buffer W (2-1003-100, IBA), and the TST-captured proteins were eluted by 1× Buffer BXT (2-1042-025, IBA; containing biotin). For silver stain, the TST-captured proteins were first separated by a Bolt 4 to 12% bis-tris plus gels (Invitrogen). The electrophoresis gels were fixed in 0.02% formaldehyde (Sigma-Aldrich) and stained with 0.1% silver nitrate (Sigma-Aldrich). The signals were developed with 6% sodium carbonate (Thermo Fisher Scientific). Once desired intensity was obtained, the reaction was stopped by incubating with 12% acetic acid (Thermo Fisher Scientific). Silver staining was detected using a ChemiDoc imaging system (Bio-Rad). For MS, the gel regions containing the indicated protein bands were destained with potassium ferricyanide and sodium thiosulfate, reduced with 10 mM dithiothreitol, alkylated with 55 mM iodoacetamide, and digested with trypsin/LysC (*56*). The digested peptides were extracted from the gel, dried, and resuspended in water with 2% acetonitrile and 0.1% formic acid. Peptides were then desalted using ZipTips (EMD Millipore) and resuspended in 2% acetonitrile with 0.1% formic acid. Each digest was analyzed by LC-MS/MS on an Orbitrap Lumos mass spectrometer at the Integrated Mass Spectrometry Shared Resource of the City of Hope Comprehensive Cancer Center. Among the top 20 abundant peptides observed at each protein band area, the protein that exhibits the highest enrichment ratio between the ACTR5-TST (WT) and vector samples was annotated (Fig. 4I and data S11).

### ACTR5-associated genomic DNA sequencing

For detecting the ACTR5-targeted genomic regions, HepG2 cells expressing pLVN vector or pLVN-ACTR5-TST were incubated with 1% (v/v) formaldehyde at room temperature for 10 min, followed by the addition of 125 mM glycine to quench the excessive formaldehyde. The fixed cells were lysed in ChIP SDS lysis buffer [1% SDS, 10 mM EDTA, and 50 mM tris-HCl (pH 8.0)] supplemented with Halt Protease Inhibitor Cocktail (78430, Thermo Fisher Scientific), and the chromatin was fragmented by Bioruptor sonication (Diagenode). The sheared chromatin sample was then incubated with the MagStrep “type3” XT Beads (2-4090-002, IBA) and washed with a low-salt buffer [0.1% SDS, 1% Triton X-100, 2 mM EDTA, 150 mM NaCl, and 20 mM tris-HCl (pH 8.0)], followed by a high-salt buffer [0.1% SDS, 1% Triton X-100, 2 mM EDTA, 500 mM NaCl, and 20 mM tris-HCl (pH 8.0)], a LiCl wash buffer [250 mM LiCl, 1% IGEPAL-CA630, 1% deoxycholic acid, 1 mM EDTA, and 10 mM tris-HCl (pH 8.0)], and the TE buffer [1 mM EDTA and 10 mM tris-HCl (pH 8.0)]. The washed beads were then incubated with reverse cross-linking buffer (1.1% SDS and 110 mM sodium bicarbonate) at 65°C overnight, followed by GeneJET DNA purification (K0702, Thermo Fisher Scientific), and the enriched genomic DNA was submitted for library prep and NovaSeq6000 sequencing (Novogene). The raw sequence reads were quality checked using the FASTQC software (version 0.11.8) and aligned against the human genome hg38 using Burrows-Wheeler Aligner (version 0.7.17). The aligned reads were then sorted by Samtools (version 1.10), and the duplicated reads were removed by Picard MarkDuplicates (version 2.21.1). Peak-calling analysis to identify antibody-binding regions was performed using MACS2 (version 2.1.1), and the SPMR option was used to generate normalized pileup files for downstream analysis. ChIP-seq signals were calculated from the pileup files around TSS ± 1-kb regions and visualized in plots using deepTools (version 3.3.0). The sequencing results were validated by real-time qPCR (primers listed in table S3) using the PowerUp SYBR Green Master Mix (Thermo Fisher Scientific) and a QuantStudio 3 Real-Time PCR System (Applied Biosystems).

### Transcriptomic analysis

For RNA-seq, total RNA was extracted using the RNeasy Mini Kit (74104, QIAGEN) and submitted for mRNA library prep and NovaSeq6000 sequencing (Novogene). Raw sequence reads were mapped to the human genome (GRCh38) using STAR v2.5.3 and calculated using featureCounts v1.5.1. The raw counts were then normalized using the trimmed mean of M values method and compared using the Bioconductor package “edgeR.” Genes with a minimum average of one read per kilobase per million were selected for analysis. GSEA was performed using the GSEA v4.1.0 (University of California, San Diego and Broad Institute).

### HepG2 xenograft modeling

NSG (NOD scid gamma; NOD.Cg-*Prkdc^scid^ Il2rg^tm1Wjl^*/SzJ) mice were housed at the animal core facility of City of Hope and used to generate the HepG2 xenograft model. NSG mice (6 to 8 weeks old) were randomly assigned to experimental groups. One million HepG2 cells transduced with sgiNTC or sgiACTR5 were resuspended in 100 μl of phosphate-buffered saline and mixed at a 1:1 ratio with Matrigel matrix (356237, Corning) for subcutaneous injection in the NSG mice (four tumor sites per mouse). Mice were euthanized at 24 days after transplantation, and the tumor tissues were collected. All the mouse experiments were approved by the Institutional Animal Care and Use Committee at City of Hope Comprehensive Cancer Center.

### Code availability

The computational codes/tool packages used in this study include Genetic Perturbation Platform (Broad Institute), Bowtie2 (Johns Hopkins University), MAGeCK (Dana-Farber Cancer Institute), UCSF Chimera 1.15 (University of California, San Francisco), Attune NxT v3.1.2 (Thermo Fisher Scientific), GSEA v4.1.0 (University of California, San Diego and Broad Institute), FASTQC v0.11.8, MACS2 v2.1.1, STAR v2.5.3, featureCounts v1.5.1, edgeR, IGV 2.11.0 (Broad Institute), BioRender (https://biorender.com), QuantStudio Design and Analysis Software v1.5.1 (Applied Biosystems), Bio-Rad ChemiDoc MP (Bio-Rad), and DAVID (https://david.ncifcrf.gov/). Two-sided Student’s *t* tests were carried out using Prism 9 (GraphPad) to determine the statistical significance of difference between variables.

## Supplementary Material

20221223-1

How the deposited data were processed for this re-analysis (not part of the article)

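Gene expression was measured by RNA-seq in 8 libraries from 2 cell lines carrying dCas9-Krab, HepG2 and U87. In each line, 2 libraries came from sgiNTC-transduced and 2 from sgiACTR5-transduced cells. The conditions were taken from the sample labels, which name the line, the sgRNA and a number, and from the paper. The ChIP-seq experiment of ACTR5-TST in HepG2, with 2 samples, was not analysed here.

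The authors mapped the reads to GRCh38 with STAR and counted them per gene with featureCounts. The deposited values are raw counts for 19862 genes, one table per line, without normalization. No column of the tables was left unmapped. The files give 17 gene names to more than one identifier, so genes were handled by identifier. The release of the annotation, the strand setting and the handling of reads that match several places were not found in the methods or the labels. Reads of overlapping genes, antisense genes and close paralogs may therefore be split in a way that cannot be checked from the counts. Total counts ranged from 15327465 to 26099291 per library, and the upper limit for a count of 0, taken as 3 counts, lay between 0.115 and 0.196 CPM before TMM scaling. Intervals and limits cover counting error only.

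From the counts, each line was fitted alone with edgeR 4.0.16 in R 4.3.3. Normalization was by TMM, genes were kept at an average of at least 1 RPKM, and sgiACTR5 was compared with sgiNTC by the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. Lengths for RPKM were the merged exons of GENCODE release 44, which gave a length for 19718 of the identifiers (99.3%). Standard errors were computed as the size of the log2 fold change over the square root of the test's F. CPM values use the TMM-scaled library sizes. Gene sets were tested with camera and fry in limma 3.58.1 on log2 CPM with a prior count of 2, and with fgsea 1.28.0 over 10000 gene permutations, in place of the authors' GSEA software. The metric by which the authors ranked genes was not found in the text. The sets were the 145 E2F_Pathway genes of data S5 and the S phase and G2/M phase lists in Seurat 5.3.0. The difference between the lines was tested in one edgeR model over the 8 libraries, on 11742 genes that passed the filter in either line.

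The alternatives were DESeq2 size factors in place of TMM, DESeq2 1.42.0, edgeR's exact test, edgeR's own filter, no filter, a minimum change of 1.5-fold, one model over the 8 libraries, the label number as a block, and each library left out in turn. Where a library was left out, the values are differences of mean log2 CPM without a test, since one group then holds a single library. The alternatives, the designs and the rule for the genes named were set before the data were examined. By that rule the genes named are ACTR5, the 13 overlapped genes, genes the paper names around CDKN2A and INO80, the neighbors of CDKN2A, other cell cycle inhibitors, and in each line and for the difference between lines the 3 genes with the largest rise and the 3 with the largest fall, among genes at an adjusted p under 0.05 and an average of at least 5 CPM whose groups do not overlap. CDKN2B-AS1, also in that list, was not analysed here.

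The tests were checked on simulated counts with 200 genes changed by a log2 fold change of known size. The changed genes were drawn only from the more highly expressed ones, and all changed by the same amount up or down. Their recovery therefore does not cover smaller changes or genes with fewer counts, CDKN2A among them. The quasi-likelihood test recovered 200 of them among 10171 genes with the spread of HepG2, with 26 false calls. These were a larger share of the calls than the 0.05 at which the adjustment aims. It recovered 199 among 10474 genes with that of U87 and 192 among 8903 genes for the difference between lines, with 9 false calls each. A set shifted by −0.40 gave a median of −0.41 over 141 genes in HepG2 and −0.40 over 138 in U87. Among 100 unchanged simulated sets of 12 genes, the comparison with random draws of genes and fgsea each called 8 at a p under 0.05. They called 85 and 84 of the sets when these were shifted by −1 on simulated values with an SD of 1.

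Sequences of the 5 ACTR5 sgRNAs in data S1 were matched with Python 3.11.15 to GRCh38 within 500 bp of transcription start sites in GENCODE release 44, on both strands and next to an NGG motif. Tests by permutation over random genes draw genes and not libraries, so their p values, like those of camera with a preset correlation, do not cover the spread between libraries.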

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

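The tests of knockdown strength, of the flow cell, of library size between numbers 3 and 4, of matches at COPZ1 and of matches of 12 bases were chosen after the results they address had been seen.

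The E2F_Pathway genes fell more in HepG2 than in U87. The median difference of log2 fold changes was −0.27 over 144 genes (limma's camera with a preset correlation between genes, p = 1.55e-13). By limma's fry, which keeps the correlation between genes, p was 0.0424. Camera with an estimated correlation, under which the fall in HepG2 lost its call, was not run on this difference. A weaker knockdown in U87 is argued against, since the ACTR5 mRNA left was 1.17% of the control in U87 and 1.93% in HepG2. With all 8 libraries thinned to the smallest total, the difference was −0.27 (−0.274), which argues against library size. Without HepG2 sgiNTC 2, the HepG2 library from another flow cell, it was −0.36. It was smallest without HepG2 sgiACTR5 4, at −0.19. The lines differ in tissue of origin and in CDKN2A, and each is a single line, so which of their differences matters stays open and was not tested.

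A difference between the lines was also found for 19 single genes at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 12 with the higher and 7 with the lower change in HepG2. LOX fell in HepG2 (log2 fold change −1.29, adjusted p = 0.000762) and rose in U87 (0.69, adjusted p = 0.0318), with a difference of −1.98 (standard error 0.147, adjusted p = 0.000388). AKR1B10 differed the other way, by 2.06 (standard error 0.183, adjusted p = 0.00122). The span of LOX overlaps SRFBP1 on the opposite strand. No explanation was tested for these genes, biological or technical.

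RDH11 and ASF1B stood apart between the sgiACTR5 libraries numbered 3 and 4. They were the only ones of 8903 genes tested in both lines that differed by at least 2-fold between numbers 3 and 4 in the same direction in both lines and not between sgiNTC 1 and 2. No gene differed so in opposite directions, and none between the sgiNTC libraries the same way. These genes were chosen after their values were seen. RDH11 was lower in number 3, by a log2 difference of −1.65 in HepG2 and −3.72 in U87. ASF1B, one of the 145 E2F_Pathway genes, was lower in number 4, by a log2 difference (3 minus 4) of 4.66 in HepG2 and 5.58 in U87. In HepG2, ASF1B had 16.7 CPM in number 3 and 0.547 CPM in number 4, against 35.8 and 27.2 CPM with sgiNTC. In U87 it had 66.8 CPM and 1.29 CPM, against 84.0 and 85.2 CPM. Library size is argued against, because the genes moved in both directions while the totals of numbers 4 and 3 differed by at most 1.18 times.

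A candidate explanation is that the number marks an sgRNA and that the sgRNAs repress further promoters. The sgRNA i4 (TCCAGCACTGGGTCCGGTG) matches chromosome 19 of GRCh38 from 14136509 to 14136527 on the plus strand, in a noncoding part of an ASF1B exon 35 bp from a transcription start site. The site is GCCGCGCCTGGGTCCGGTG next to GGG, and 12 bases next to the motif are identical. Counting from 1 at the 5′ end of the sgRNA, the site differs at T1G, A4G, G5C, C6G and A7C. The sgRNA i3 (GACGCGCGCTCCAAGATGG) matches chromosome 14 from 67695516 to 67695534 on the minus strand, in an intron of RDH11 192 bp from a start site. That site is TGGGGGGGCTCCAAGATGG next to CGG, again with 12 identical bases, and differs at G1T, A2G, C3G, C5G and C7G. This idea came from these genes and was then put to the other genes with matches of at least 9 bases, with the 23 genes already inspected left out, by a permutation test over random genes of similar expression. The outcome predicted, a shift in both lines, was not found. For i3, p was 0.734 in HepG2 and 0.352 in U87 over 158 genes. For i4, p was 0.463 in HepG2 and 0.0002 in U87, the smallest that the 10000 draws can give, over 14 genes (adjusted p = 0.002 over 10 tests). Repression at every match of 9 bases in both lines is therefore argued against. The larger p of the 2 lines was 0.811 for i1, 0.979 for i2 and 0.417 for i5, which does not tell which sgRNA was in which library. After these results were seen, the explanation tested for i3 and i4 was narrowed to name the 9 bases, and the tests of i1, i2 and i5 were relabelled from not fitting to undecided. Without the NGG motif, i3 gave 0.342, with the HepG2 genes higher, not lower, in number 3 (p = 0.0046 by the same permutation). Lengths of 8, 10 and 11 bases were run at the same time. For i4 at 10 bases, p was 0.0164 in HepG2 and 0.0002 in U87 over 6 genes. The median differences (3 minus 4) were 0.20 and 1.05, lower in number 4, the direction the idea predicts. For i3, p was 0.665 in HepG2 and 0.012 in U87 at 10 bases, and 0.197 and 0.0032 at 11 bases. Its medians were lower in number 3 in U87 (−0.071 and −0.20) but not in HepG2 (0.037 and 0.13). For i3 at 8 bases, p was 0.0302 in U87 in the opposite direction. For i5 at 9 bases, p was 0.0234 in HepG2. Matches without the motif, where no repression is expected, also gave small p in HepG2. It was 0.0002 for i3 at 8 bases and 0.0266 for i4 at 10 bases. The median differences (3 minus 4) were 0.050 and −0.070, each opposite to repression by that sgRNA. This permutation test thus responds to more than sgRNA sites, here to shifts smaller than those of i4 with the motif at 10 bases. These lengths were not adjusted for one another. Matches of at least 12 bases gave a permutation p of 0.0002 in both lines for each of i3 and i4, but over 2 to 4 genes that include those that prompted the idea, so this decides nothing. Whether such sites may explain RDH11 and ASF1B stays open.

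COPZ1 and ARHGAP19 fell in both lines and are not discussed in the paper. Among the genes with an adjusted p under 0.05 in both lines, they had the largest falls in each line apart from ACTR5 itself. COPZ1 had a log2 fold change of −1.92 in HepG2 (standard error 0.117, adjusted p = 1.45e-05) and −1.83 in U87 (standard error 0.217, adjusted p = 0.0371). ARHGAP19 had −1.70 in HepG2 (adjusted p = 0.00543) and −1.14 in U87 (adjusted p = 0.0316), and its span overlaps the readthrough gene ARHGAP19-SLIT1. All p values are from edgeR's quasi-likelihood test. All 4 sgiACTR5 libraries were lower than all sgiNTC libraries of their line for both genes. Repression at a match near the start of COPZ1 is possible in principle, but the longest match of i3 with an NGG motif was 8 bases. The sgRNAs used were not found in what was read, so such repression cannot be told apart from an effect of losing ACTR5. No test was made for ARHGAP19.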

How the results depend on the processing

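All alternatives below were set before the data were examined, and no alternative was added later.

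In HepG2, 707 genes were called. edgeR's exact test called 1168 and one model over all 8 libraries 1248. The other alternatives gave between 481 genes (at least 1.5-fold) and 945 (no filter), within 1.5 times the count. In U87, 79 genes were called, against 318 with DESeq2, 524 with the exact test, 713 with no filter, 41 at a minimum of 1.5-fold and 47 in the model over 8 libraries, 38 of which were shared. The other U87 counts were 75 and 89. For the difference between lines, 19 genes were called, against 150 with DESeq2 (all 19 included). The cause was not tested. In simulated counts, the quasi-likelihood test made 26 false calls beside 200 true ones at the spread of HepG2, so some of the calls can be false at 2 libraries per group.

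The fall of the E2F_Pathway set in HepG2 (median log2 fold change −0.46) kept its direction under all alternatives run. Its p passed 0.05 with an estimated correlation between genes (median −0.46, p = 0.112), as did those of the S phase list (−0.70, p = 0.131) and the G2/M phase list (−0.72, p = 0.139). The estimated correlations were 0.286, 0.545 and 0.532, and the test lowers its precision with them, while 2 libraries per group leave few degrees of freedom to estimate them. The enrichment score was −3.39, and −3.49 and −3.41 under the other rankings. Across the 4 fits that each left out one HepG2 library, the E2F_Pathway median ranged from −0.54 to −0.39. Likewise the S phase median ranged from −0.84 to −0.55 and the G2/M median from −0.85 to −0.59. In U87, the E2F_Pathway median was −0.19 and ranged from −0.20 to −0.18 across the 4 such fits. It was lower with p = 0.015 under an estimated correlation. For the difference between lines, the median of the set was −0.27 and ranged from −0.36 (without HepG2 sgiACTR5 3) to −0.19 (without HepG2 sgiACTR5 4).

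CDKN2A in HepG2 stayed higher with sgiACTR5, at an adjusted p from 0.00252 to 0.0436 over the alternatives with a test. Its log2 fold change ranged from 0.56 (without sgiACTR5 4) to 1.28 (without sgiACTR5 3) when each library was left out, and its ratio was 1.68 on mean RPKM + 1.

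The numbers 1 to 4 in the labels are shared by the 2 lines. Deviations of same-numbered libraries from their group means correlated across 8903 genes at 0.135 for sgiNTC and 0.0219 for sgiACTR5, so over all genes little was shared by number. Since RDH11 and ASF1B differed between numbers 3 and 4 in the same direction in both lines, whether the number marks something shared is left open. With the number as a block, 26 genes differed between the lines, 17 of them shared with the 19, and the median difference of the E2F_Pathway set was −0.27 (p = 5.46e-13, limma's camera with a preset correlation).

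Among named genes, 98 of 780 values compared changed. Signs changed in 18, of which 16 left out 1 library. Across the 4 fits that each left out one library, the log2 fold change ranged from −0.23 to 0.0088 for ACTR8 in HepG2, from −0.13 to 0.0069 for ACTR8 in U87, from −0.027 to 0.15 for CCNE1 in U87, from −0.028 to 0.056 for CDK6 in U87, from −0.0041 to 0.31 for CDKN1A in U87, from −0.048 to 0.084 for CDKN1B in U87, from −0.19 to 0.035 for GAPDH in HepG2, from −0.0027 to 0.011 for GAPDH in U87, from −0.039 to 0.11 for INO80C in U87, from −0.030 to 0.25 for MDM2 in HepG2, from −0.028 to 0.15 for RB1 in HepG2 and from −1.2e-05 to 0.067 for YY1 in HepG2. With no filter, the log2 fold change turned to −0.0056 for YY1 in HepG2 and −0.0014 for GAPDH in U87. Of the other 80 changes, 1 lost and 19 gained an adjusted p under 0.05, 38 moved when 1 library was left out, and 22 were ratios that moved with RPKM + 1. The cause was not tested.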

Differences from the paper's values

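In the main analysis, no ratio or enrichment score differed from the paper's by both more than the replicate spread and more than 1.5 times. The ratio of mean CPM, sgiACTR5 over sgiNTC, was compared for 145 genes of data S5 in HepG2 and 143 in U87, and the largest difference was 0.114, for NME1 in HepG2. Under 1 alternative set before the data were examined, the ratio of mean RPKM + 1, E2F8 in HepG2 had 0.56 against the paper's ratio of 0.36, which exceeds both limits. For CDKN2A and CDKN2C in U87, the paper's ratio is 1, while both had 0 counts in all 4 libraries, so no ratio of mean CPM was computed here, and the ratio of mean RPKM + 1 was 1 by construction.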

Other observations

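The tests of the flow cell and of CDKN2A as the whole cause were chosen after the result was seen.

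The E2F_Pathway genes also fell in U87, where CDKN2A had 0 counts. Their median log2 fold change was −0.19, 128 of 142 genes lay below 0, and 10 were lower at an adjusted p under 0.05 (edgeR's quasi-likelihood test), or 63 when adjusted over the list alone, which is not independent evidence. The set was lower by camera (p = 1.15e-21), fry (p = 0.00205) and with an estimated correlation (p = 0.015). Of 10000 random sets of genes, none had a median as low (permutation p = 0.0001, the smallest the draws can give). The draws show only that the set fell and hold no information on CDKN2A. Induction of CDKN2A as the whole cause of this fall is argued against by its 0 counts, which held with sgiACTR5 too. Random sets matched on length, GC content and expression gave the same smallest p of 0.0001. Without the 5 genes that have a match to i3 or i4, the U87 median was −0.19 (−0.189). Whether slower growth, another target of ACTR5 or a response to the sgRNAs accounts for the U87 fall was not tested.

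For the fall in HepG2, technical explanations were tested in the same way. The median was −0.45 without the 5 genes that have a match to i3 or i4, −0.54 with the libraries of one flow cell, and −0.47 (−0.465) with libraries thinned to the smallest total. Random sets matched on length, GC content and expression reached the median with a permutation p of 0.0001, the smallest the draws can give. Direct repression at the matches in these 5 genes is thus argued against as the whole cause. The same holds for the flow cell, library size, and gene length, GC content or expression. Leaving out the 5 genes cannot address an indirect effect of repression at genes outside the set, or sites of the other sgRNAs. That the fall reflects loss of ACTR5 is a hypothesis, since 2 libraries per group from a single experiment were compared.

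The mRNA of the proteins that the paper followed by Western blot was as follows, by edgeR's quasi-likelihood test. In HepG2, E2F1 fell by 0.90 on the log2 scale (standard error 0.121, adjusted p = 0.00375), CDK6 by 0.38 (standard error 0.13, adjusted p = 0.109) and RB1 changed by 0.05 (standard error 0.118, adjusted p = 0.846). In U87, CDK6 had 25.0 CPM with sgiNTC and 25.2 CPM with sgiACTR5, with a log2 fold change of 0.01 (standard error 0.0888, adjusted p = 0.954). Its mRNA was thus counted in the line in which the paper did not detect the protein. E2F1 in U87 fell by 0.27 on the log2 scale (standard error 0.0672, adjusted p = 0.122, and from 0.0432 with no filter to 0.172 over the alternatives with a test), and its difference between the lines was −0.64 (standard error 0.138, adjusted p = 0.119).

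INO80 mRNA was higher with sgiACTR5 in both lines, with a log2 fold change of 0.57 in HepG2 (standard error 0.145, adjusted p = 0.0386) and 0.49 in U87 (standard error 0.0702, adjusted p = 0.0465), by edgeR's quasi-likelihood test. With edgeR's own filter the adjusted p in HepG2 was 0.0504, and over the alternatives with a test it ranged from 0.00562 to 0.0504. INO80C was higher in HepG2 (0.79, standard error 0.18, adjusted p = 0.0254) and not distinguishable from no change in U87 (0.04, standard error 0.13, adjusted p = 0.909), and the difference between the lines was 0.75 (standard error 0.258, adjusted p = 0.287), so the lines are not shown to differ. No explanation was tested for these genes.

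Other cell cycle inhibitors did not all change in the same direction in HepG2, by edgeR's quasi-likelihood test. CDKN2C had a log2 fold change of −1.44 (standard error 0.172, adjusted p = 0.00229). CDKN2B, beside CDKN2A, had 0.73 (standard error 0.245, adjusted p = 0.101), CDKN1A had 0.45 (standard error 0.136, adjusted p = 0.0692) and CDKN1B had −0.32 (standard error 0.111, adjusted p = 0.108). The calls for CDKN2B and CDKN1A depended on the method. Over the alternatives with a test, the adjusted p ranged from 0.0401 with edgeR's exact test to 0.117 for CDKN2B and from 0.0292 with the same test to 0.0873 for CDKN1A, so whether they rose is left open. CDKN2C is itself one of the 145 E2F_Pathway genes and had 0 counts in U87.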
